# Adam19 Deficiency Impacts Pulmonary Function: Human GWAS Follow-up in Mouse

**DOI:** 10.21203/rs.3.rs-4207678/v1

**Published:** 2024-04-08

**Authors:** Huiling Li, John House, Cody Nichols, Artiom Gruzdev, James Ward, Jian-Liang Li, Annah Wyss, Ezazul Haque, Matthew Edin, Susan Elmore, Beth Mahler, Laura Degraff, Min Shi, Darryl Zeldin, Stephanie London

**Keywords:** meltrin beta, RNA-Seq, lung function, flexiVent, spirometry, inflammation

## Abstract

**Purpose:**

Over 550 loci have been associated with human pulmonary function in genome-wide association studies (GWAS); however, the causal role of most remains uncertain. Single nucleotide polymorphisms in a disintegrin and metalloprotease domain 19 (*ADAM19*) are consistently related to pulmonary function in GWAS. Thus, we used a mouse model to investigate the causal link between *Adam19* and pulmonary function.

**Methods:**

We created an *Adam19* knockout (KO) mouse model and validated the gene targeting using RNA-Seq and RT-qPCR. Contrary to prior publications, the KO was not neonatal lethal. Thus, we phenotyped the *Adam19* KO.

**Results:**

KO mice had lower body weight and shorter tibial length than wild type (WT). Dual-energy X-ray Absorptiometry indicated lower soft weight, fat weight, and bone mineral content in KO mice. In lung function analyses using flexiVent, compared to WT, *Adam19* KO had decreased baseline respiratory system elastance, minute work of breathing, tissue damping, tissue elastance, and forced expiratory flow at 50% forced vital capacity but higher FEV_0.1_ and FVC. *Adam19* KO had attenuated tissue damping and tissue elastance in response to methacholine following LPS exposure. *Adam19* KO also exhibited attenuated neutrophil extravasation into the airway after LPS administration compared to WT. RNA-Seq analysis of KO and WT lungs identified several differentially expressed genes (*Cd300lg, Kpna2, and Pttg1*) implicated in lung biology and pathogenesis. Gene set enrichment analysis identified negative enrichment for TNF pathways.

**Conclusion:**

Our murine findings support a causal role of ADAM19, implicated in human GWAS, in regulating pulmonary function.

## Introduction

Spirometric measures of lung function are routinely used in clinical medicine to diagnose chronic obstructive pulmonary disease (COPD) and monitor its severity along with asthma and other lung diseases. Lower function is related to mortality independently of other risk factors [1]. Human genome-wide association studies (GWAS) have identified genetic variants in over 550 genes related to pulmonary function [2]. Among these, variants in a disintegrin and metalloproteinase domain 19 (*ADAM19*) have been consistently associated with forced expiratory volume in the first second (FEV_1_) [3, 4], the ratio of FEV_1_ to forced vital capacity (FVC) [1–3, 5–8], peak expiratory flow (PEF) [3, 4], and COPD [9, 10]. However, while GWAS is powerful for identifying genetic associations, it cannot assign causality. Therefore, we followed up on these human GWAS findings using mouse models.

ADAM19 protein is primarily membrane-bound in various tissues and is expressed in the lung [11, 12]. It functions by shedding proteins, such as tumor necrosis factor (TNF), from the cell membrane by activating the catalytic site in its exon 11 [13–15]. Shed proteins can trigger signal transduction and regulate inflammation and other pathological processes [16–18].

The original study of genetic disruption of *Adam19* in mice showed it to be essential for cardiac development [19]; mice deficient in *Adam19* exons 10–12 exhibited severe cardiac defects, with only 5% surviving to postnatal day 8. Therefore, expecting early lethality and lack of specific ADAM19 antibodies, we created a reporter mouse by replacing exons 6 and 7 in *Adam19* with a tdTomato red gene construct. We expected the heterozygous reporter mouse to be viable and thus usable to visualize the tissue distribution of ADAM19 and study the role of *Adam19* in organogenesis, especially of the lungs. Mice with homozygous *Adam19-tdTomato* alleles are equivalent to *Adam19* knockout (KO); surprisingly, they were viable. Thus, we performed RNA sequencing (RNA-Seq) and reverse transcription-quantitative polymerase chain reaction (RT-qPCR) to validate the knockout of *Adam19*. We confirmed the knockout and measured pulmonary function in adult *Adam19* KO mice and WT controls. We also measured body weight, tibial length, and body composition. Further, given the involvement of *Adam19* in inflammation, we examined whether genetic deficiency of *Adam19* affects airway responsiveness and the immune cell profile of bronchoalveolar lavage fluid (BALF) following LPS administration. Some of the results from these studies were previously presented as an abstract [20].

## Materials and Methods

Detailed methods are in the online supplementary information.

### Adam19 Gene Targeting Scheme and Murine Studies

*Adam19* exons 6 and 7 were replaced with an in-frame tdTomato construct. The homozygous *Adam19-tdTomato* allele is equivalent to the *Adam19* KO (Fig. 1A).

Mice in this study were all males aged 9–13 weeks with 129S6/SvEvTac background, confirmed by MiniMUGA genome genotyping arrays [21], performed by Transnetyx, Inc. (Cordova, TN). The use of animals followed NIH guidelines and was approved by the NIEHS Animal Care and Use Committee.

### RNA-Seq and RT-qPCR

Strand-specific RNA-Seq was conducted on Illumina NextSeq. Sequence coverage was visualized with sashimi plots [22]. The absence of *Adam19* transcript in KO was validated by both RNA-Seq and RT-qPCR.

### Differential Gene Expression and Gene Set Enrichment Analysis

RNA transcript reads were quantified versus GENCODE vM33 comprehensive transcripts (mm39) using Salmon 1.10.0 [23]. Differential gene expression was performed by limma-voom 3.54.2 [24], using thresholds for false discovery rate (FDR)-adjusted *p* < 0.05, fold change ≥ 1.5, and a group mean normalized transcript abundance ≥ 6 in at least one sample group.

We used the gene set enrichment analysis (GSEA) [25] to identify significantly enriched pathways (FDR *p* < 0.25) for genes differentially expressed between *Adam19* WT and KO by RNA-Seq datasets. The analysis was conducted using the Broad Molecular Signature Database (MSigDB, v2023.2.Mm) hallmark gene sets collection.

### Embryo Organogenesis

E18.5 embryos were collected, sectioned sagittally (5 μm thickness), and stained with hematoxylin and eosin. A pathologist (SAE) evaluated the tissue sections, focusing on the cellular structure of the heart, lung, valves (heart, aortic, and pulmonary), adrenal glands, and diaphragm.

### Assessment of Body Weight, Tibia Length, and Body Composition

Body weight was measured using a top-loading scale with an accuracy of 0.01 g. Tibia length was measured with a ruler with an accuracy of 0.1 cm. Body composition parameters [26] were assessed using the Faxitron Dual-energy X-ray Absorptiometry (DXA) imaging system.

### Pulmonary Function Parameter Measurements in Mice

Pulmonary function parameters were measured using flexiVent FX2 with a negative pressure-driven forced expiratory extension. Baseline measurements and responses to methacholine doses were assessed [27, 28]. For LPS experiments, mice received LPS or saline via oropharyngeal aspiration (OPA). After four hours, lung function parameters were measured using the same flexiVent procedure.

### Immune Cell Profile and Cytokine Analysis in BALF in LPS Exposed Mice

BALF was collected from each mouse by rinsing the airways [27]. We counted cells using an automated cell counter and determined the percentage of different immune cell types from cytospin slides. For LPS experiments, mice received LPS or saline via OPA and were euthanized after 4 hours. BALF was then collected and analyzed as described above. Cytokine concentrations (IL-1b, IL-2, IL-6, KC, MCP-1, MIP-1a, MIP-1b, and TNF-a) were determined using a custom Bio-Plex Pro Mouse Cytokine 8-plex assay.

### Statistical Analyses

We conducted linear regression analyses to assess genotype differences in body weight, body composition parameters, and tibia length. Genotype differences in lung function parameters were analyzed at baseline using a general linear model, and the maximum response to methacholine doses (normalized to response to PBS aerosol) was analyzed using a linear mixed-effect model with a random intercept. Differences in dose-response slope changes by LPS were assessed between genotypes. All lung function parameters were adjusted for body weight. Changes in cell counts of each immune cell type (except eosinophils present in just one mouse) across genotypes following LPS exposure were analyzed using linear regression. Linear regression with a robust sandwich estimator was used for cytokine data analysis. We used R version 4.2.2 to run statistical analyses and plots.

## Results

### Gene Targeting Scheme and Validation for *Adam19* KO Mouse

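Adam19 lies on the forward strand of chromosome 11 of GRCm39, from 45946775 to 46038172, and its full-length transcript in GENCODE vM39 (ENSMUST00000011400.8) has 23 exons. This release and the release the authors used, GENCODE vM33, annotate the same assembly. Exon 6 spans 46003584 to 46003776 (193 nucleotides) and exon 7 spans 46004450 to 46004515 (66 nucleotides), and every nucleotide of both is coding. Together they hold 259 nucleotides, which leaves a remainder of 1 when divided by 3. Exon 5 (45990680 to 45990756, 77 nucleotides) and exon 8 (46009247 to 46009318, 72 nucleotides) flank them, and exon 11 spans 46015835 to 46015974 (140 nucleotides).

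**Figure D1:**
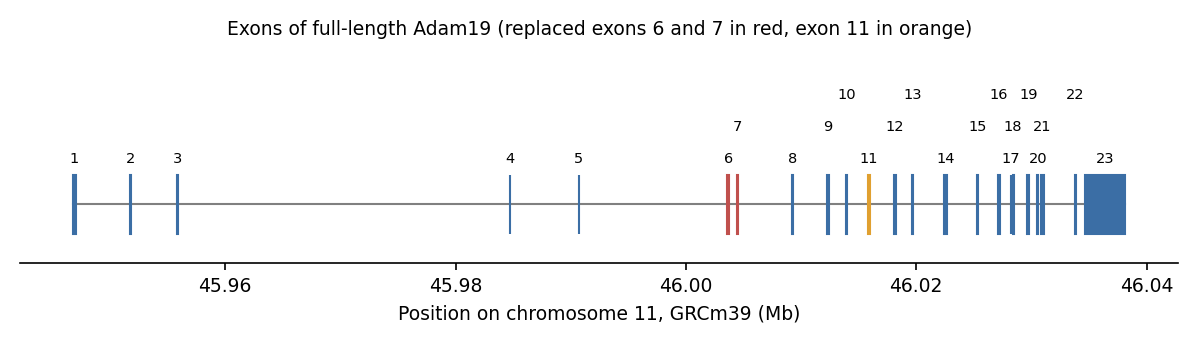
Exons of full-length Adam19 drawn to scale along chromosome 11 of GRCm39, with the position in Mb on the horizontal axis and exon numbers above the exons. Exons 6 and 7, in red, lie between exon 5, which ends at 45990756, and exon 8, which starts at 46009247, and exon 11 is in orange.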

We replaced the *Adam19* exons 6 and 7 with the dTomato red gene open reading frame and anti-sense Hygromycin resistance (HygroR) cassette (Fig. 1A). RNA-Seq confirmed the absence of *Adam19* transcript encoding the active catalytic site of the functional protein. 

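RNA from the lung and heart of the same 6 male mice, 3 WT and 3 KO, gave 12 libraries, 3 for each tissue and genotype, and the lung and heart of one mouse carry the same replicate number. The authors estimated the reads of each transcript with Salmon and deposited a table of 147907 transcripts and a table of 55679 genes, which also list the transcripts of the targeted allele. All values are on a log2 scale, and a transcript's value is log2(1 + estimated count). In genes with 1 transcript and a value of at least 9, the gene's value differed from its transcript's by a constant for each library, between −0.63 and 0.80, for at least 95.7% of these genes in every library. The gene values therefore carry a scaling between libraries, and the same constant was added here to the transcript values. Both are called normalized abundance below, but they are not on one scale. In genes with several transcripts and summed counts of at least 6 on this scale, the gene's value differed from the sum by a median of 0.049 log2 units in either direction, and by 0.24 at the 90th percentile. The estimated counts of the transcripts summed to 22388700, 21205162 and 25899022 in lung WT replicates 1, 2 and 3 and to 23506426, 28043361 and 17674788 in lung KO replicates 1, 2 and 3. In the heart they summed to 33906290, 20381284 and 18392292 in WT and to 31784742, 35862932 and 35529903 in KO replicates. A value of 0 stands for no estimated reads and was kept as 0, and it leaves room for up to 3 estimated counts. Since the values are log2 values and not counts, genes were tested with limma's moderated linear model within each tissue, with a trend of variance with abundance. A gene entered the test when its value reached 3.46, the log2 of 1 + 10, in at least 3 of the 6 libraries. Adjusted p-values use the Benjamini-Hochberg method over all genes tested, and the thresholds are those of the paper, an adjusted p under 0.05, a fold change of at least 1.5 and a maximum group mean of at least 6. The log2 fold changes of genes are differences of the deposited log2 values, which understate the change of genes with low counts. With 3 mice per genotype, an exact two-sided permutation test of a single value cannot give a p below 0.10. The lung libraries also differed in composition within each genotype, because the 7SL RNA gene Rn7s1 took 34.0%, 29.9% and 2.1% of the summed abundance in WT replicates 1, 2 and 3 and 10.5%, 3.2% and 20.3% in KO replicates 1, 2 and 3.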

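The normalized abundance of Adam19 (ENSMUSG00000011256.17) was 9.22 ± 0.16 (SD, n = 3) in WT lungs and 3.72 ± 0.65 (SD, n = 3) in KO lungs. The log2 fold change was −5.51 (standard error 0.33, adjusted p = 0.000186 from limma with Benjamini-Hochberg adjustment). In the heart, the abundance was 9.56 ± 0.61 (SD, n = 3) in WT and 6.42 ± 0.36 (SD, n = 3) in KO mice, a log2 fold change of −3.14 (standard error 0.31, adjusted p = 0.00558 from limma). Every KO library lay below every WT library of its tissue (exact two-sided permutation test, p = 0.10 in each tissue). With each library left out in turn, the log2 fold change stayed between −5.87 and −5.25 in the lung and between −3.34 and −2.79 in the heart. In the heart, 2 alternatives chosen after seeing the data lost the call, with adjusted p-values of 0.0666 where zeros were taken as missing in the genes the authors mark as detected and 0.0601 without the trend of variance with abundance, against a lowest value of 2.34e-05 over all alternatives. The gene values of Adam19 are far from the sum of its listed transcripts, which do not include those of the targeted allele. The sum was 10.16 ± 0.20 (SD, n = 3) in WT and 1.29 ± 0.64 (SD, n = 3) in KO lungs and 10.44 ± 0.54 (SD, n = 3) in WT and 3.37 ± 0.32 (SD, n = 3) in KO hearts, and the log2 fold change over summed transcripts was −8.87 in the lung (adjusted p = 7.58e-06 from limma) and −7.07 in the heart (adjusted p = 2.34e-05 from limma). The full-length transcript, which holds exon 11, was 10.14 ± 0.21 (SD, n = 3) in WT lungs and 10.42 ± 0.54 (SD, n = 3) in WT hearts and was listed at 0 in all 6 KO libraries. A noncoding transcript of exons 1 to 3 (ENSMUST00000137014.2) stayed low in both genotypes, at 1.07 ± 0.34 (SD, n = 3) in KO lungs and 3.37 ± 0.32 (SD, n = 3) in KO hearts. From the RNA-Seq data, the paper states that KO mice lack the Adam19 transcript that encodes the active catalytic site, which it places in exon 11.

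**Figure D2:**
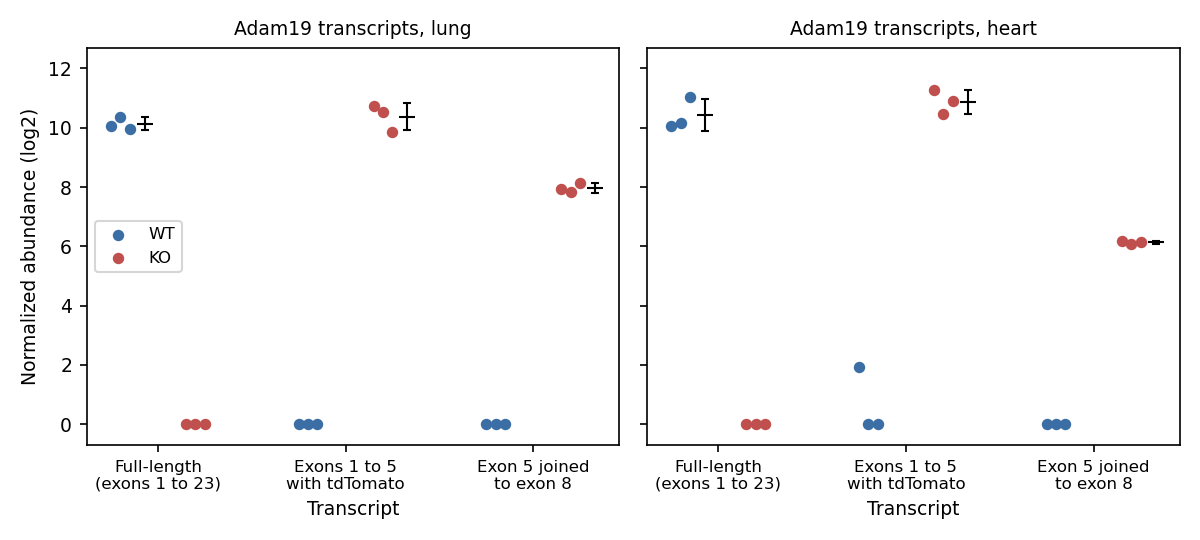
Normalized abundance (log2) of 3 Adam19 transcripts in each lung library (left) and heart library (right), with WT in blue and KO in red. Each point is a library, and the black marks give the mean and SD of 3 libraries where none is at 0. The full-length transcript is at 0 in every KO library, and the transcript of exons 1 to 5 with tdTomato is at least 9.86 in every KO library.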

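The Adam19 transcripts that hold exons 8 to 23 are the full-length transcript, a WT form without exon 6, a predicted variant and a KO form in which exon 5 is joined to exon 8, and their estimated counts were summed on the normalized scale. The sum was 10.15 ± 0.20 (SD, n = 3) in WT lungs and 7.97 ± 0.16 (SD, n = 3) in KO lungs, so that KO lungs held 22.0% of the WT level. In the heart it was 10.44 ± 0.54 (SD, n = 3) in WT and 6.13 ± 0.06 (SD, n = 3) in KO mice, or 5.05% of the WT level. All KO libraries lay below all WT libraries in each tissue (exact two-sided permutation test, p = 0.10). In the KO libraries the whole sum came from the form in which exon 5 is joined to exon 8, and the other 3 transcripts were listed at 0. An estimated count covers a whole transcript, its first 5 exons included. The sums are therefore not a measure of the coverage of exons 8 to 23, which was not analysed here. The WT form without exon 6 was listed at 3.26, 0 and 3.80 in lung WT replicates 1, 2 and 3 and at 4.96 in heart WT replicate 3 only. The predicted variant was listed at 4.93 in heart WT replicate 2 only. A transcript of exons 15 to 18 with a retained intron (ENSMUST00000153410.2) had a value of 2.47 in lung WT replicate 3 and 1.19 in lung KO replicate 1 and was 0 in the other libraries.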

In both heart and lung, *Adam19* mRNA expression was minimal from exon 8 through 23 in KO mice (Fig. 1B and S1). Small amounts of exon 5 to exon 8 splicing transcripts were observed in the lung but not the heart in KO mice (Fig. 1B).

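The transcript that joins exon 5 to exon 8 had a normalized abundance of 7.92, 7.84 and 8.14 in lung KO replicates 1, 2 and 3, from 282, 352 and 230 estimated counts. It was also listed in the hearts of the same 3 mice, at 6.18, 6.07 and 6.14, from 77.3, 69.4 and 74.6 estimated counts. Each value was higher in the lung than in the heart of the same mouse. The transcript was listed at 0 in all 6 WT libraries. Its counts are Salmon's estimates over transcripts that share most of their sequence, and reads across the junction itself were not analysed here.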

The detailed gene transcript structure in the heart and lung (WT and KO), derived from RNA-Seq analysis, is shown in Fig. S1 (available via the NIEHS-hosted track hub in the UCSC Genome Browser using the URL:https://bit.ly/adam19tdt). The RNA-Seq data discussed here were deposited in NCBI’s Gene Expression Omnibus [29] under the accession number GSE183318 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE183318, reviewer token: ubgnmiignvgnbix).

Follow-up analysis with RT-qPCR (TaqMan and SYBR Green assays) confirmed the absence of *Adam19* mRNA expression from exon 6 through 23 in both heart and lung in the KO mice (Fig. S2), additionally validating the absence of exon 11, which encodes the active catalytic site of the ADAM19 protein [19].

Because sufficiently specific ADAM19 antibodies were unavailable, we created the *Adam19-tdTomato* reporter mouse model to visualize the tissue distribution of ADAM19. However, we could not detect fluorescence from the ADAM19-tdTomato fusion protein, possibly due to tdTomato protein misfolding. Nevertheless, we detected tdTomato mRNA transcripts (Fig. S2) and protein (data not shown) in the knockout lung tissue. 

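In GENCODE vM39, the Adam19 reading frame has 920 codons, or 2763 nucleotides with the stop codon. Exons 1, 2, 3, 4 and 5 hold 97, 86, 71, 79 and 77 coding nucleotides. Exons 1 to 4 thus hold 333 coding nucleotides (111 codons, 12.1% of the reading frame), and exons 1 to 5 hold 410 (14.8%). The transcript in which exon 5 is followed by tdTomato had a normalized abundance of 10.38 ± 0.46 (SD, n = 3) in KO lungs, from 760 to 2286 estimated counts per library. In KO hearts it was 10.88 ± 0.41 (SD, n = 3), from 1464 to 2670 estimated counts.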

The Adam19 transcript from the KO contains only the first five exons, representing only 12% (333 nucleotides) of the full-length *Adam19* open reading frame (2760 nucleotides).

### Differential Gene Expression and Gene Set Enrichment Analysis

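In the lung, 16551 genes were tested between 3 KO and 3 WT mice, and 981 had an unadjusted p under 0.05. An adjusted p under 0.05 (limma with Benjamini-Hochberg adjustment) was reached by 15 genes, and 11 of these also passed the thresholds on fold change and maximum group mean, 6 of them higher and 5 lower in KO. Adam19 and the Adam19-tdTomato construct are 2 of the 11, and the other 9 are all in Table 3. Of the 10 genes of Table 3, 9 had an adjusted p under 0.05 over all genes tested and 10 when adjusted over the list alone, which is not independent evidence because the list was chosen on these libraries. On simulated values for the same 16551 genes, the test recovered 158 of 200 changed genes and called 9 unchanged genes. The planted changes were 2 or 3 log2 units in either direction, in normal noise without zeros, and were called on adjusted p alone. Recovery of smaller changes, or of genes listed at 0 in a whole genotype, was not tested. Of the alternatives tried, a filter that asked for at least 10 estimated counts in every library moved the count most, to 1 gene (Pttg1). It removes any gene under 10 counts in at least 1 lung, and Cd300lg, which it keeps, was no longer past the thresholds. Leaving out each library in turn gave from 10 to 14 genes.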

Differential gene expression analysis revealed few significant changes in gene expression patterns in the lungs of KO compared to WT mice. We observed increased expression of pituitary tumor-transforming gene 1 (*Pttg1*), karyopherin subunit alpha 2 (*Kpna2*), and CD300 molecule like family member g (*Cd300lg*) in KO lungs. 

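Pttg1 (ENSMUSG00000020415.17; chromosome 11 of GRCm39, 43311071 to 43321000) had a normalized abundance of 5.30 ± 0.33 (SD, n = 3) in WT lungs and 9.32 ± 0.24 (SD, n = 3) in KO lungs. Its log2 fold change was 4.02 (standard error 0.24, adjusted p = 0.000186 from limma), and it stayed between 3.89 and 4.21 with each library left out in turn. Kpna2 (ENSMUSG00000018362.15; chromosome 11, 106879455 to 106890367) was listed at 0, 5.33 and 6.63 in WT replicates 1, 2 and 3 and was 9.10 ± 0.13 (SD, n = 3) in KO lungs. Its log2 fold change was 5.11 (standard error 1.39), and with the zero in WT replicate 1 its adjusted p was 0.806. Without that library, the log2 fold change was 3.12 (adjusted p = 0.0454 from limma, against 0.0173 to 0.994 over all alternatives), and Kpna2 passed the thresholds. Kpna2 shares 99.9% of 1968 nucleotides with Gm10184 on chromosome 17, so its reads could be assigned to either gene. The summed abundance of the pair was 9.81 ± 0.62 (SD, n = 3) in WT and 9.10 ± 0.13 (SD, n = 3) in KO lungs (exact two-sided permutation test, p = 0.10). Over summed transcripts the pair differed by −0.15 on the log2 scale (exact two-sided permutation test, p = 1.0). Cd300lg (ENSMUSG00000017309.12; chromosome 11, 101932328 to 101946950) was 5.03 ± 0.37 (SD, n = 3) in WT and 7.48 ± 0.49 (SD, n = 3) in KO lungs. Its log2 fold change was 2.45 (standard error 0.32, adjusted p = 0.0445 from limma). In each of the 6 fits that left out 1 library its adjusted p was above 0.05, from 0.0563 to 0.287. For each of the 3 genes, every KO library lay above every WT library. All 3 lie on chromosome 11, as Adam19 does.

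**Figure D3:**
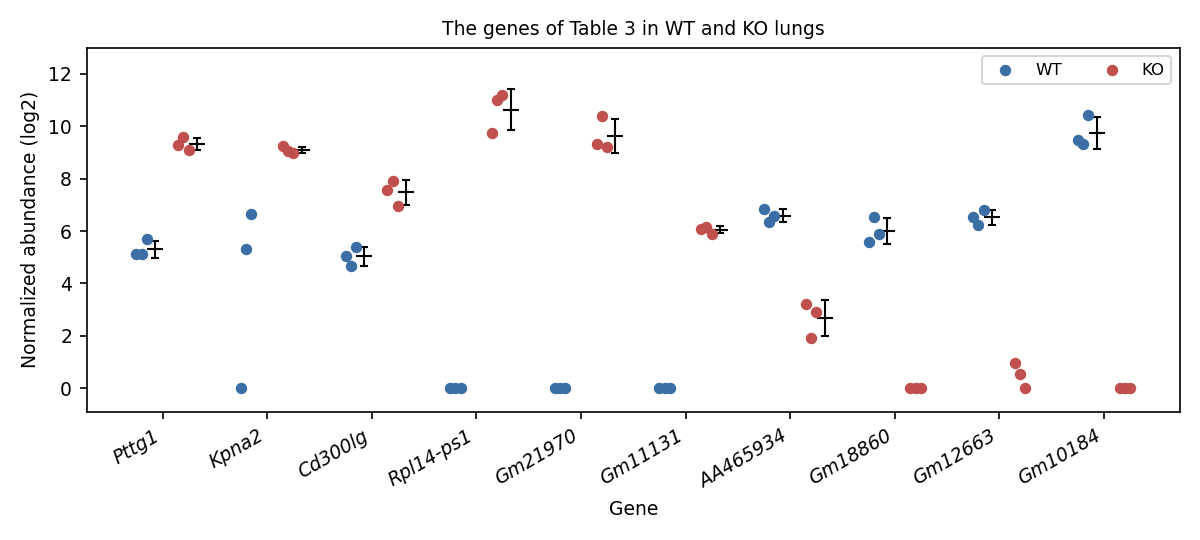
Normalized abundance (log2) of the 10 genes of Table 3 in each lung library, with WT in blue and KO in red. Each point is a library, and the black marks give the mean and SD of 3 libraries where none is at 0. For Kpna2, WT replicate 1 is at 0 and the other WT libraries are at 5.33 and 6.63.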

(Table 3). 

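Rpl14-ps1 (ENSMUSG00000046721.12; chromosome 7 of GRCm39, 44974389 to 44975041, a processed pseudogene) was listed at 0 in all 3 WT lungs and at 9.74, 10.99 and 11.18 in the KO lungs (adjusted p = 7.48e-06 from limma). It shares 98.9% of 656 nucleotides with Rpl14, and the summed abundance of both was 12.73 ± 0.62 (SD, n = 3) in WT and 12.77 ± 0.23 (SD, n = 3) in KO lungs. Gm21970 (ENSMUSG00000093701.9; chromosome 16, 91180749 to 91222722, protein coding) was listed at 0 in the WT lungs and at 9.31, 10.38 and 9.23 in the KO lungs (adjusted p = 8.71e-06 from limma). Its transcript shares 99.5% of 1724 nucleotides with Il10rb and 100% of 748 nucleotides with Ifnar2, which lie in the same region, and the summed abundance of the 3 genes was 11.28 ± 0.23 (SD, n = 3) in WT and 11.25 ± 0.09 (SD, n = 3) in KO lungs. Neither sum separated the genotypes (exact two-sided permutation tests, p = 1.0 and p = 0.9), nor did they over summed transcripts, where they differed by −0.37 and 0.028 on the log2 scale. Gm11131 (ENSMUSG00000079505.3; chromosome 17, 35595991 to 35599280, a long noncoding RNA) was listed at 0 in the WT lungs and at 6.07, 6.17 and 5.90 in the KO lungs (adjusted p = 0.0013 from limma). Both Rpl14-ps1 and Gm21970 were no longer past the thresholds with limma-voom on all 12 libraries, nor was Gm21970 with limma on all 12, and Gm11131 was no longer past them without KO replicate 1 or without KO replicate 2.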

Other genes in KO that have increased expression include *Rpl14-ps1*, *Gm21970*, and *Gm11131*. (Table 3). 

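AA465934 (ENSMUSG00000093483.3; chromosome 11 of GRCm39, 83182464 to 83185897, a long noncoding RNA) had a normalized abundance of 6.59 ± 0.25 (SD, n = 3) in WT lungs and 2.68 ± 0.68 (SD, n = 3) in KO lungs. Its log2 fold change was −3.91 (standard error 0.42, adjusted p = 0.0125 from limma), and it was no longer past the thresholds in 4 of the 6 fits that left out 1 library. Gm18860 (ENSMUSG00000110569.2; chromosome 8, 72156849 to 72157612, a processed pseudogene) was at 5.58, 6.55 and 5.89 in the WT lungs and listed at 0 in the KO lungs (adjusted p = 0.0023 from limma). Without WT replicate 2 its adjusted p was 0.0707 and without WT replicate 3 it was 0.0563, and over summed transcripts its maximum group mean fell under 6. Gm12663 (ENSMUSG00000101316.2; chromosome 11, 16585109 to 16586066, a processed pseudogene) was 6.53 ± 0.29 (SD, n = 3) in WT lungs and was listed at 0.94, 0.54 and 0 in the KO lungs (adjusted p = 0.00127 from limma). Gm10184 (ENSMUSG00000066878.6; chromosome 17, 90215890 to 90217877, annotated as protein coding) was at 9.49, 9.32 and 10.42 in the WT lungs and listed at 0 in the KO lungs (adjusted p = 7.48e-06 from limma). Of these genes, 3 are near-identical copies of expressed genes, between which Salmon divides reads. Gm18860 shares 97.8% of 760 nucleotides with Cnot8, Gm12663 shares 99.4% of 958 nucleotides with Ublcp1, and Gm10184 differs from Kpna2 at 2 of 1968 nucleotides. Cnot8 and Ublcp1 were not past the thresholds, with log2 fold changes of −0.23 (adjusted p = 0.841 from limma) and 0.36 (adjusted p = 0.858).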

The KO lungs had decreased *AA465934*, *Gm18860*, *Gm12663*, and Gm10184. Consistent with expectation, the WT mice did not exhibit the *Adam19-tdTomato* fusion gene expression.

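The Adam19-tdTomato construct was listed at 0 in the 3 WT lungs and at 11.13, 10.93 and 10.34 in the lungs of KO replicates 1, 2 and 3 (adjusted p = 1.56e-06 from limma). In the hearts it was listed at 0 in WT replicates 2 and 3 and at 2.16 in WT replicate 1, from 3.07 estimated counts, and at 11.60, 10.78 and 11.23 in the KO replicates (adjusted p = 9.58e-05 from limma). The lowest KO library was 8.18 log2 units above the highest WT library. The count in heart WT replicate 1 is close to the 3 estimated counts that a value of 0 leaves room for.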

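The hallmark gene sets of the paper were not used here, and 13 other sets were tested in their place, 4 lists written by hand and 9 Reactome sets chosen to match the paper's pathways. Over the genes tested in the lung, limma's camera test with a preset correlation of 0.01 between genes gave an adjusted p under 0.05 for 7 of the 13 sets, all lower in KO. Oxidative phosphorylation genes had the smallest adjusted p (4.74e-05), and 78 of 100 genes were lower in KO, with a median log2 fold change of −0.20. In the Reactome translation set, which stands for the targets of MYC, 104 of 145 genes were lower (median −0.19, adjusted p = 6.21e-05 from camera). Proliferation genes were lower in 56 of 70 cases (median −0.17, adjusted p = 0.00178 from camera). The other 4 sets were respiratory electron transport (adjusted p = 0.000403), unfolded protein response genes from the list written by hand (adjusted p = 0.0211), DNA replication and M phase (adjusted p = 0.0351 for both). At the paper's threshold of 0.25, 10 of the 13 sets passed, all lower in KO. With camera's correlation estimated from the libraries, or with fry, none of the 13 sets, the 7 included, held at either threshold. An unadjusted p under 0.05 was reached by 0 and 1 of the 13 sets. Preranked GSEA gave 7 sets under 0.05 and 11 under 0.25, all 11 lower in KO. Camera on genes with at least 10 counts in every library gave 7 and 9 sets. Without WT replicate 3, only the NF-kB target genes passed 0.05 (adjusted p = 0.00156 from camera). In the Reactome unfolded protein response set 9 of 15 genes were lower (median −0.12), and it did not reach 0.05 (adjusted p = 0.374 from camera). The G2/M checkpoint, DNA repair and Golgi transport sets did not reach it either, with adjusted p-values of 0.222, 0.374 and 0.806 from camera.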

Gene set enrichment analysis of genes differentially expressed between *Adam19* KO and WT in the lung revealed enrichment for signaling pathways, including MYC_targets_v1, oxidative_phosphorylation, E2F_targets, unfolded_protein_response, protein_secretion, TNFA_signaling_via_NFkB, G2M_checkpoint, DNA_repair, and mitotic_spindle (Table S1).

### Embryo Organogenesis

A pathologist evaluated three E18.5 KO embryos and two E18.5 WT littermates for tissue or organ abnormalities and did not identify lesions associated with tetralogy of Fallot in the heart (overriding aorta, pulmonic stenosis, ventricular septal defect, and right ventricular hypertrophy) as previously reported [19, 30] nor abnormalities in the lungs, diaphragms, and adrenal glands (Fig. S3).

### Reduced Body Weight, Shorter Tibial Length, and Altered Body Composition in *Adam19* KO Mice

We weighed 114 WT and 104 KO mice at 9–13 weeks. Age-adjusted body weight (Fig. 2A) was significantly lower in *Adam19* KO than in WT mice. WT mice continued gaining weight through the assessment period, while the KO stopped gaining weight at nine weeks (Fig. S5). Tibia length was shorter in KO than in WT (20 KO and 24 WT) (Fig. 2B). Using DXA, we measured body composition on 10 KO and 10 WT mice 9.9 to 13.1 weeks and subsequently excluded one outlier KO. In addition to the lower body weight (Fig. 2C), compared to WT, KO had reduced sample area (Fig. 2D), bone area (Fig. 2E), total weight (Fig. 2F), soft weight (Fig. 2G), lean weight (Fig. 2H), fat weight (Fig. 2I), and bone mineral content (BMC) (Fig. 2K). There were no significant differences in %fat (Fig. 2J) or bone mineral density (BMD) (Fig. 2L). Values for body weight and body composition plotted in Figure 2 are shown in Table 1.

### Pulmonary Function Parameters Altered in *Adam19* Deficient Naïve Mice.

We measured baseline lung function in 37 mice (22 WT and 15 KO). *Adam19* KO mice exhibited reduced elastance of the respiratory system (E_rs_), minute work of breathing (mWOB), tissue damping (G), and tissue elastance (H) (Fig. 3A). Additionally, forced expired flow at 50% FVC (FEF50) was lower in the KO compared to WT mice (Fig. 3B). However, KO had higher FEV_0.1_ and FVC (Fig. 3B). No genotype differences were observed in resistance of the respiratory system (R_rs_) or Newtonian resistance (R_N_) (Fig. 3A) nor FEV_0.1_/FVC, PEF or FEV_ PEF (Fig. 3B). Additionally, airway responsiveness to methacholine did not differ by genotype (Fig. S6). The means and standard deviations of lung function parameters are shown in Table 2.

### Airway responsiveness to methacholine attenuated in *Adam19* Deficient Mice exposed to LPS.

*Adam19* has been shown to promote inflammation in prior literature [17, 18, 31]. Therefore, we assessed genotype differences in airway responsiveness induced by LPS. We did not detect differences in LPS effects (vs. saline) across genotypes for baseline lung function parameters (Fig. S7). However, LPS-induced differences (vs. saline) in the slope estimates for the methacholine dose-response curves were lower in KO than WT for tissue damping (G) and tissue elastance (H) (Fig. 4).

### Immune Cell Differential Analysis in BALF in Mice Following LPS Exposure

As expected, counts of total cells and neutrophils increased in WT and KO mice following LPS exposure. However, the degree of increase in neutrophil counts was lower in KO than in WT (46% fewer cells, *p*=0.032, Fig. 5C). Similarly, the degree of increase in total cells was lower in the KO compared to WT (Fig. 5A). These results suggest that the *Adam19* KO mice show reduced responsiveness to LPS compared to WT regarding immune cell profiles. There were no genotype differences in LPS-induced changes in macrophage or lymphocyte counts (Fig. 5B, 5D).

### Cytokine Analysis in BALF in Naïve and LPS Exposed Mice

As expected, we observed increases in several inflammatory cytokines in response to LPS vs. saline (IL-6, KC, MCP-1, MIP-1a, MIP-1b, and TNF-a); these did not differ by genotype (Fig. S8). IL-1b and IL-2 levels in all mice were below the detection range (not shown).

## Discussion

*Adam19* has been consistently associated with pulmonary function in human GWAS. However, GWAS alone cannot establish causality. Mouse models are useful in investigating the causal role of loci identified in GWAS in pulmonary function. We successfully generated a novel *Adam19* knockout mouse model and confirmed gene disruption through RNA-Seq and RT-qPCR analysis. Contrary to previous publications, our KO mice are viable and generally healthy, without the lethal cardiac abnormalities reported in earlier studies [19, 30].

We considered factors potentially contributing to the discrepancy in the viability of our KO compared to prior work [19, 30]. Firstly, methods for producing the knockout differed between studies. Kurohara *et al*. [19] replaced exons 10 through 12 with an antisense Neomycin resistance cassette, and Zhou et al. [30] introduced a gene trap 3’ of exon 14. We replaced exons 6 and 7 with an in-frame tdTomato construct.

Second, genetic disruption of a multi-exon locus, like *Adam19*, may generate novel transcript variants through alternative splicing, some of which may result in a neomorph that rescues ADAM19 deficiency. In contrast, others may be potentially toxic in the absence of ADAM19. Our RNA-Seq analysis was designed to detect alternative splice variants but identified no alternative *Adam19* splice variants and no active transcription from exons 8 through 23. Interestingly, we detected a novel splice variant in the lung, splicing from exon 5 to exon 8. However, this transcript led to a near-immediate nonsense mutation. 

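In the reference sequence of GRCm39, exon 5 of Adam19 ends with GCTCAGCACCTGCCGGGGAATTAG (the last 24 of its nucleotides) and exon 8 starts with TTTCAGAAGAATCGACATGACCAG (the first 24). Exons 1 to 5 hold 410 coding nucleotides, with a remainder of 2 when divided by 3. Exons 6 and 7 together hold 259, with a remainder of 1, so joining exon 5 to exon 8 shifts the reading frame. The first stop codon in the shifted frame is a TGA at codon 166, 29 codons past the end of exon 5. It ends 88 nucleotides past exon 5 and 16 nucleotides into exon 9. These are facts of the reference sequence, and the protein of this transcript was not measured in the RNA-Seq data.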

Thirdly, the remaining gene structure in a knockout might influence its interaction with other genes or proteins, leading to different functional consequences. Our knockout mice expressed only the first five exons of *Adam19*, which do not include the sequences that encode the active catalytic sites of ADAM19. Transcriptions of exons 8 through 23 were nearly absent, providing confidence that no functional ADAM19 metalloproteinase domains were formed. While both genetic constructs in previous studies [19, 30] disrupt metalloprotease function, they may have generated truncated ADAM19 proteins that could interact with other proteins in a non-productive or dominant-negative manner.

Additional explanations for differences in the viability of the KO across studies include differences in the genetic background of the mouse lines used. Our *Adam19*-deficient allele was generated in 129S ES cells and subsequently maintained on the 129S6/SvEvTac background, whereas the other studies used mice with a mixed genetic background of 129Sv and C57BL6/J [19, 30]. Further, in the prior work, there was variability in the penetrance of the observed cardiac phenotypes. In Kurohara’s ADAM19-deficient line, some mice survived to adulthood without severe cardiac defects besides enlarged hearts [19]. Partial penetrance of lethal phenotypes is common, so this phenotype variability is not surprising. However, it does suggest that the genetic disruption of *Adam19* is more complex than initially envisioned during our gene targeting design.

We do not know why our *Adam19*-deficient mice were viable without the noticeable cardiac defects observed in prior work [19, 30]. However, all available evidence and data strongly indicate that we had a functional knockout of the canonical ADAM19 protein. Our knockout mice unlikely retained ADAM19 activity, given that exons 1 to 5 only encode for the first 111 of 920 amino acids of canonical ADAM19 protein but none of the active sites of metalloproteinase domains. In addition, *Adam19*’s first five exons appear to have higher expression in heart and lung samples in KO than wildtype, possibly caused by either a feedback mechanism attempting to compensate for functional loss of *Adam19* or by the absence of appropriate 3’ UTR elements for the consistent transcript turnover in mutant samples or both.

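The estimated counts of the transcripts that hold exons 1 to 5 (the full-length transcript and its variants, and in KO also the transcript with tdTomato) were summed for each library. The sum in KO lungs was 10.64 ± 0.36 (SD, n = 3), which is 0.48 log2 units above WT lungs (exact two-sided permutation test, p = 0.2, with 0.10 the smallest p that 3 mice against 3 allow). In KO hearts it was 10.93 ± 0.40 (SD, n = 3), or 0.49 log2 units above WT hearts (exact two-sided permutation test, p = 0.3). In neither tissue did all KO libraries lie above all WT libraries. An estimated count covers the whole transcript and not only its first exons, so the sums also depend on the lengths of the full-length transcript and of the transcript with tdTomato. Coverage of the exons themselves was not analysed here. The paper proposes as causes a feedback that compensates for the loss of Adam19, the absence of UTR elements that transcript turnover needs, or both.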

Our *Adam19* KO animals exhibited several notable phenotypic differences compared to their WT littermates, including reduced body weight, decreased tibia length, and altered body composition. Inoue et al. reported that *Adam19* was involved in osteoblast differentiation in mice [32], which may help explain why our *Adam19* knockouts have shorter tibias. Weerasekera et al. demonstrated a correlation between high ADAM19 expression in human peripheral blood mononuclear cells and BMI, relative fat, and TNF levels [31]. They also observed increased Adam19 mRNA and ADAM19 protein in the liver tissue of mice fed a high-fat diet (HFD). In contrast, neutralizing ADAM19 protein with its antibody resulted in weight loss, reduced white fat accumulation, and decreased TNF protein levels in the liver of HFD-fed mice. These published findings provide insights into our observations of smaller body sizes, reduced body weight, and altered body compositions. In addition, our differential gene expression and GSEA results revealed some supporting clues. *Kpna2* is associated with body weight and BMI in human GWAS [33]. We observed decreased *Kpna2* expression in our KO. 

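At the transcript level, the coding transcript of Kpna2 (ENSMUST00000018506.13) was listed at 0, 2.03 and 4.54 in lung WT replicates 1, 2 and 3 and at 9.76, 9.58 and 9.27 in lung KO replicates 1, 2 and 3. The estimated counts behind these values were 0, 2.42 and 27.5 in WT and 1011, 1183 and 506 in KO lungs (adjusted p = 0.174 from limma over the transcripts tested). Every KO lung was higher than every WT lung. The gene's values are not on the scale of its transcripts. In the heart the gene's normalized abundance was 3.97 ± 0.49 (SD, n = 3) in WT and 9.83 ± 0.09 (SD, n = 3) in KO mice, a log2 fold change of 5.85 (standard error 0.26, adjusted p = 3.22e-05 from limma). With limma or limma-voom on all 12 libraries, Kpna2 was no longer past the thresholds in the heart, and its adjusted p ran from 4.68e-06 to 0.0957 over the alternatives. These values depend on how reads are divided between Kpna2 and Gm10184, which are nearly identical.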

Decreased *Cd300lg* expression is associated with increased intramyocellular lipid content and reduced fasting forearm glucose uptake by regulating metabolism in humans [34]. Our knockout mice had increased *Cd300lg* expression, indicating its role in reducing body weight and composition. Our GSEA exhibited the enrichment of differentially expressed genes in multiple pathways related to cell proliferation and metabolism, which could partially explain the anthropometric phenotype in our KO. Collectively, our data support the role of ADAM19 in regulating growth and body weight development.

From human GWAS, it is impossible to predict the direction of effect that knocking out *Adam19* would have on lung function in mice. Human GWAS have identified hundreds of single nucleotide polymorphisms (SNPs) in or near *ADAM19*, significantly associated with lung function [2, 3, 5, 7, 9, 10, 35–37]. Although the minor alleles of sentinel SNPs have been associated with lower FEV_1_/FVC and FEV_1_ and increased risk of COPD, the minor allele of other genome-wide significant variants was associated with higher FEV_1_/FVC and FEV_1_ [2, 3, 5, 7, 9, 10, 35–37]. Hundreds of ADAM19 variants also implicate significant expression quantitative trait loci in lung tissue from Genotype-Tissue Expression (GTEx), with associations including increased and decreased expression depending on the variant (the GTEx Portal: https://gtexportal.org/home/ was accessed 30 September 2023). Given the large number of *ADAM19* variants associated with lung function, gene expression, and the range of effects for individual SNPs, it is impossible to identify a single causal variant or the overall direction of effect across associated variants. This is a known limitation of GWAS [38], highlighting the importance of follow-up research using mouse models.

Critical to comparison with human GWAS, the *Adam19* KO mice also displayed altered baseline pulmonary function parameters, namely decreased elastance of the respiratory system, minute of work of breathing, tissue damping, tissue elastance, and declined forced expiratory flow at 50% forced vital capacity, as well as increased FEV_0.1_ and FVC. Because our KO had a lower body weight, which may affect lung function, we adjusted all statistical analyses of lung function parameters for weight. Our data provide compelling evidence for the causal role of ADAM19 in pulmonary function, confirming the findings observed in human GWAS. However, the precise molecular mechanisms underlying these observations remain unknown. ADAM19 cleaves NEUREGULIN-1 (NRG1), an erythroblastic leukemia viral oncogene homolog (ERBB) receptor tyrosine kinases ligand. ERBB receptor ligands NRG1 and epidermal growth factor affect fetal surfactant synthesis in the developing mouse lungs [39].

Moreover, ADAM19 has been implicated in non-proteolytic functions, such as regulating neuromuscular junctions in murine embryos through Eph family receptor-interacting proteins (EPHRIN)-A5/EPHRIN-A4 signaling [40]. In addition, the cytoplasmic tail of ADAM19 has several Src homology 3 (SH3) binding sites that regulate protein-protein interactions. ADAM19 binds strongly to the scaffolding protein tyrosine kinase substrate with five SH3 domains and the Src tyrosine kinase, potentially influencing cytoskeletal functions that impact cell motility, contractility or tissue development [41]. Therefore, disruption of ADAM19 may have important effects on lung development, neuromuscular functions, tissue elastance, contractility, or other unidentified signaling processes.

Our differential gene expression findings also lead to the direction of genes related to lung physiology and pathology. For example, increased *Kpna2* expression may contribute to altered lung function, consistent with publications that *KPNA2* genetic variation is associated with FEV_1_/FVC in human GWAS [2] and plays a role in lung cancer [42]. Our KO had increased Pttg1 expression. *Pttg1* is involved in cell cycle regulation [43] and the development of lung cancer [44], suggesting its role in the lungs.

Given our observation of reduced neutrophil infiltration in BALF following LPS exposure in the *Adam19* knockout, we investigated whether airway responsiveness to methacholine differs between KO and WT mice following LPS administration. Notably, our knockout mice showed decreased tissue damping and tissue elastance response to methacholine following LPS exposure compared to WT, indicating an attenuated response to inflammation. ADAM19 facilitates the release of TNF from the cell membrane, promoting an inflammatory response and contributing to the development of inflammatory diseases [17, 18, 31, 45]. Our GSEA identified the enrichment of downregulated differentially expressed genes in TNF signaling pathways in our Adam19 KO mice. This is consistent with these previous findings [17, 18, 31, 45] and helps explain the reduced lung functional response to the inflammation in our knockout mice.

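For the NF-kB target genes, a list written by hand, 51 of the 88 genes tested were lower in KO lungs, with a median log2 fold change of −0.06 (adjusted p = 0.220 from limma's camera test over 13 sets). In the Reactome TNF signaling set, 7 of 9 genes were lower (median −0.06, adjusted p = 0.232 from camera). The NF-kB set changed with the libraries used. Its adjusted p from camera was 0.00156 without WT replicate 3 and 0.0157 without KO replicate 1, lower in KO in both fits. Without WT replicate 2 the set was higher in KO (adjusted p = 0.890). With no library left out, the results of the NF-kB and TNF signaling sets also depended on the test. Their adjusted p-values were 0.763 and 0.630 from fry and 0.701 and 0.608 from camera with an estimated correlation.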

In summary, we created a viable whole-body *Adam19* knockout and used this model to examine the role of *Adam19* in lung function, following up on findings from human GWAS implicating this gene. In addition to smaller body size, the lack of functional *Adam19* resulted in reduced respiratory system elastance, minute work of breathing, tissue elastance, forced expiratory flow at 50% FVC, and increased FEV_0.1_ and FVC. These data provide evidence to support a causal role for *Adam19* in regulating pulmonary function development. Pathway analysis of genes differentially expressed after disruption of Adam19 implicates pathways crucial in lung inflammation, including TNF signaling pathways. Although our study is limited to a descriptive scope and a definitive understanding of mechanisms underlying our findings requires further investigation, our novel *Adam19* KO murine model could be helpful in future studies to dissect the role of this gene in lung function.

## Figures and Tables

**Figure 1:**
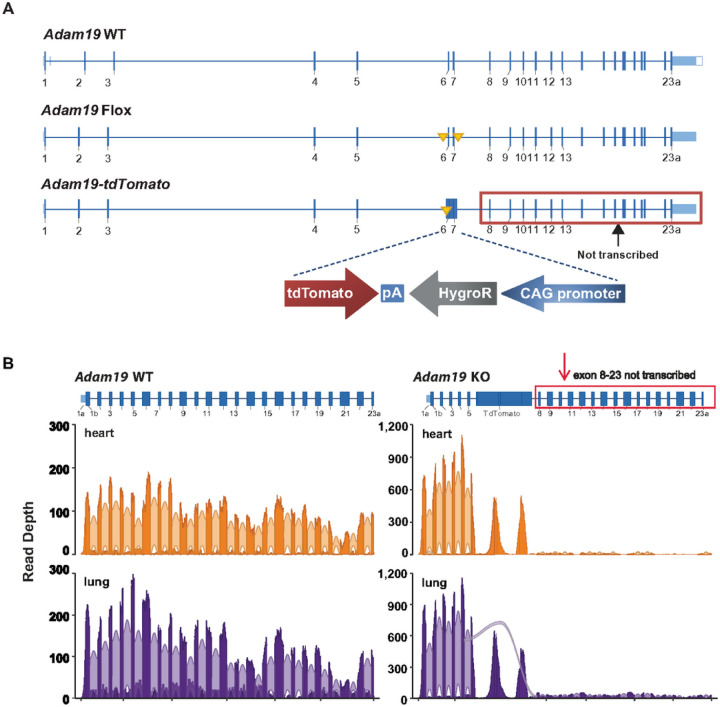
Gene targeting scheme (A) for Adam19-tdTomato allele and validation by RNA-Seq (B). A. Adam19 WT: Endogenous wild-type locus. Adam19 Flox: Adam19 conditional null (“flox”) allele with exon 6 and 7 floxed by LoxP sites (solid yellow triangles). Adam19-tdTomato: Adam19 mutant allele in which exons 6 and 7 are replaced by the tdTomato construct, disrupting Adam19 gene expression. Homozygosity for Adam19-tdTomato alleles is equivalent to Adam19 knockout (KO). Each blue box represents an exon; the exon number is underneath. pA: polyA; hygroR: Hygromycin Resistance. CAG: CMV enhancer, chicken beta-Actin promoter, and rabbit beta-Globin splice acceptor site. B. Read densities of Adam19 exons and junctions in WT and KO mice by RNA-Seq analysis. The blue boxes represent exons. In the Adam19 KO, exons 6 and 7 were replaced by the tdTomato construct and showed minimal transcript expression from exon 8 through the end of the Adam19 gene. Bold orange or bold purple regions represent aggregate sequence read depth across the Adam19 WT (left panel) or KO (right panel) gene locus. Light orange or light purple arcs indicate sequence reads whose alignments represent observed splice junctions. The arc width indicates the aggregate number of junction reads. No in-frame splicing events were detected from exon 5 to any downstream Adam19 exons. n=3 mice per genotype per heart or lung tissue.

**Figure 2:**
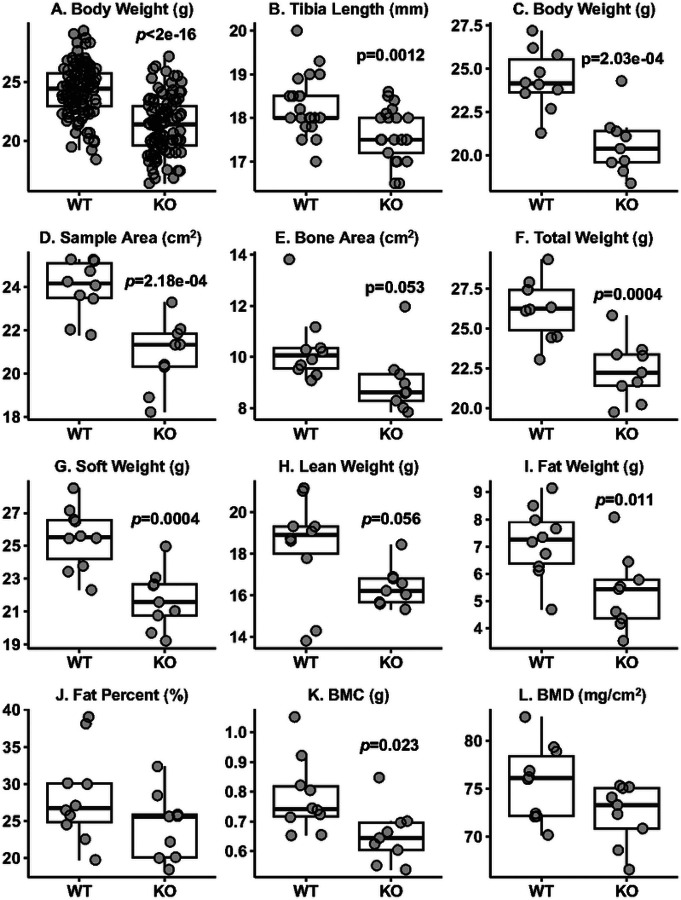
Adam19 KO mice have reduced body weight, shorter tibia length, and altered body composition. A. Body weight measured using a top-loading scale (WT: n=114, KO: n=104). B. Tibia length measured using a ruler (WT: n=24, KO: n=20). C: Body weight of mice for measuring body composition. D-L: Body composition parameters obtained using Dual-energy X-ray Absorptiometry (WT: n=10, KO: n=9). Total weight = soft weight + bone mineral content (BMC), soft weight = lean weight + fat weight, Fat % = fat weight/soft weight in percentage, BMD = bone mineral density = BMC/bone area. p values < 0.05 for differences in the parameter by genotype are displayed (A-L).

**Figure 3:**
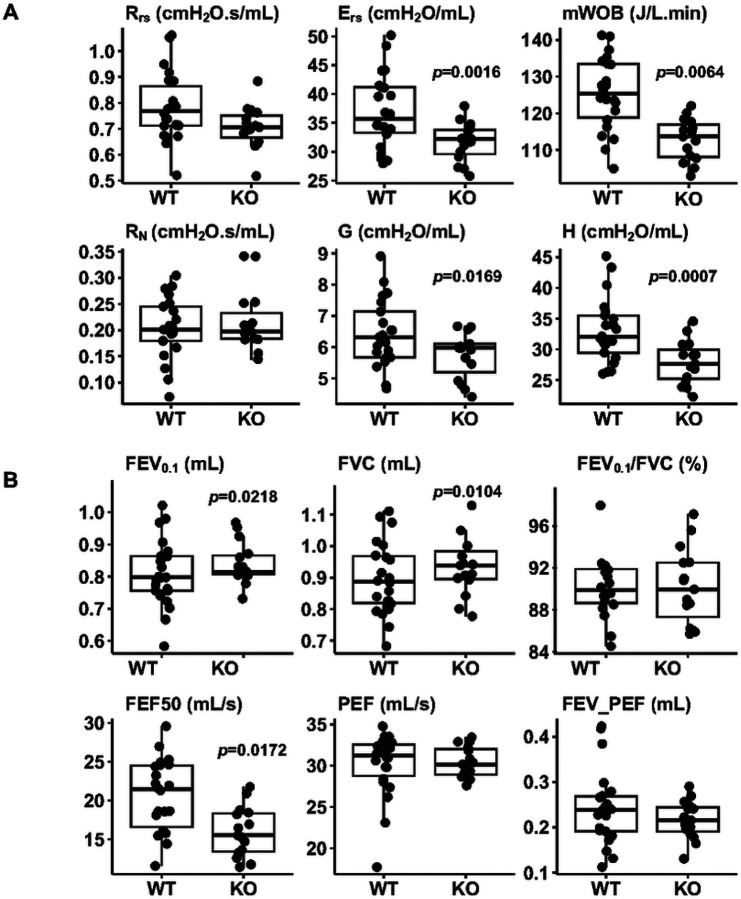
Adam19 deficiency alters (A) baseline mechanics and (B) spirometry parameters determined by flexiVent. n=22 for WT, n=15 for KO. R_rs_=resistance of the respiratory system; E_rs_=elastance of the respiratory system; mWOB=minute work of breathing (the work required to breath-in on a minute basis); J=joule (one joule is the work required to move 1 liter of gas through a 10-cmH_2_O pressure gradient). R_N_=Newtonian resistance; G=tissue damping; H=tissue elastance; FEV_0.1_=forced expiratory volume in 0.1 s; FVC=forced vital capacity; FEV_0.1_/FVC = the ratio of FEV_0.1_ over FVC in %; FEF50=Forced expiratory flow at 50% FVC; PEF=Peak expiratory flow; FEV_PEF=Forced expiratory volume at peak expiratory flow. p<0.05 for differences in the parameter by genotype are displayed.

**Figure 4:**
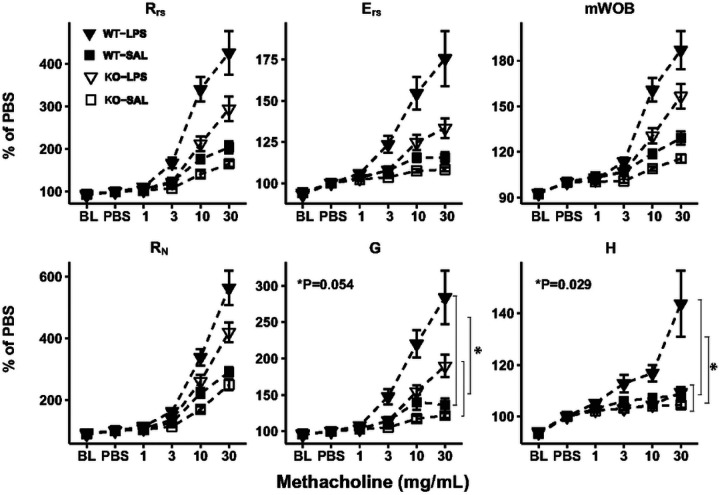
*Adam19* deficient mice have reduced airway responsiveness to methacholine following LPS exposure. The maximum response to methacholine at each dose was expressed as a percentage of the maximum response at PBS. Means and standard errors of means are indicated as bar lines. R_rs_=resistance of the respiratory system; E_rs_=elastance of the respiratory system; mWOB=minute work of breathing; R_N_=Newtonian resistance; G=tissue damping; H=tissue elastance; BL=baseline; PBS=phosphate buffered saline. *p values ≤ 0.05 are shown for the genotype difference of the slope difference of the response to methacholine following LPS exposure (vs. saline). n=13 for WT-Saline, n=20 for WT-LPS, n=14 for KO-Saline, n=21 for KO-LPS

**Figure 5:**
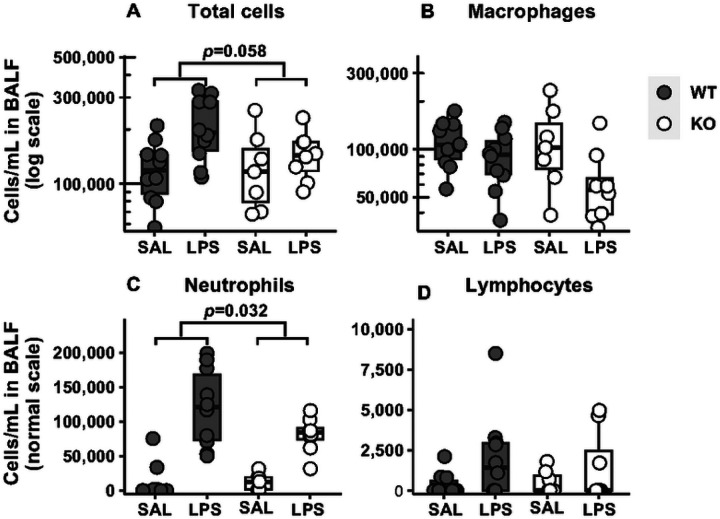
Analysis of differential immune cell counts in bronchoalveolar lavage fluid (BALF) in mice following LPS exposure. Increases in neutrophil number (C) induced by LPS (vs. saline) were lower in Adam19 KO than in WT mice (46% fewer cells, p=0.032). The degree of increase in total cells (A) following LPS (vs. saline) was lower in KO (the ratio of the LPS effect between the KO and WT = 0.61, 95% confidence interval (CI) = 0.36–1.02, p=0.058). No genotype differences of LPS effects were identified for macrophages (B) and lymphocytes (D). SAL=saline, WT: n=10 (SAL), 10 (LPS); KO: n=7 (SAL), 8 (LPS).

**Table 1:** Body composition parameter values by genotype as shown in Fig.2C-L

	WT (n=10)		KO (n=9)		
Parameters	Mean	SD	Mean	SD	*p*-value
**Body Weight (g)**	24.4	1.7	20.6	1.8	2.03e-04
**Sample Area (cm** ^**2**^ **)**	24.0	1.3	20.9	1.6	2.18e-04
**Bone Area (cm** ^**2**^ **)**	10.3	1.4	9.0	1.2	0.053
**Total Weight (g)**	26.3	1.9	22.4	1.9	0.0004
**Soft Weight (g)**	25.5	1.9	21.7	1.8	0.0004
**Lean Weight (g)**	18.3	2.5	16.4	0.9	0.056
**Fat Weight (g)**	7.2	1.3	5.3	1.4	0.011
**Fat Percent (%)**	28.3	6.2	24.3	4.5	0.135
**BMC (g)**	0.8	0.1	0.7	0.1	0.023
**BMD (mg/cm** ^**2**^ **)**	75.6	3.9	72.3	3.1	0.074

SD: standard deviation; BMC: Bone Mineral Content; BMD: Bone Mineral Density = BMC/(Bone Area); Total Weight = Soft Weight + BMC; Soft Weight = Lean Weight + Fat Weight; Fat Percent = (Fat Weight)/(Soft Weight) in percentage. The p-values were based on linear regression adjusting for age.

**Table 2:** Mean and standard deviation of baseline lung function values by genotype as shown in Fig. 3

	WT (n=22)		KO (n=15)		
Parameters	Mean	SD	Mean	SD	*p*-value
**Mechanics**					
R_rs_ (cmH_2_O.s/mL)	0.79	0.13	0.71	0.08	0.0542
E_rs_ (cmH_2_O/mL)	36.98	6.33	31.64	3.37	0.0016
mWOB (J/L.min)	125.36	9.94	112.83	5.77	0.0064
R_n_ (cmH_2_O.s/mL)	0.20	0.06	0.22	0.06	0.8867
G (cmH_2_O/mL)	6.44	1.09	5.73	0.73	0.0169
H (cmH_2_O/mL)	33.13	5.27	27.9	3.52	0.0007
**Spirometry**					
FEV_0.1_ (mL)	0.81	0.10	0.84	0.06	0.0218
FVC (mL)	0.90	0.12	0.93	0.09	0.0104
FEV_0.1_/FVC (%)	90.18	2.77	90.23	3.61	0.4564
FEF50 (mL/s)	20.61	4.63	15.97	3.20	0.0172
PEF (mL/s)	30.10	3.88	30.42	1.85	0.653
FEV_PEF (mL)	0.24	0.08	0.22	0.04	0.7124
**Age and Weight**					
Age (wk)	10.2	0.7	10.5	0.7	0.205
Body Weight (g)	23.3	2.0	21.3	2.5	0.0118

SD-Standard Deviation; R_rs_=resistance of the respiratory system; E_rs_=elastance of the respiratory system; mWOB=minute work of breathing (the work required to breathe in on a minute basis); J=joule (one joule is the work required move 1 liter of gas through a 10-cmH2O pressure gradient); R_N_=Newtonian resistance; G=tissue damping; H=tissue elastance; FEV_0.1_=forced expiratory volume in 0.1 s; FVC=forced vital capacity; FEV_0.1_/FVC = the ratio of FEV_0.1_ over FVC in %; FEF50=Forced expiratory flow at 50% FVC; PEF = Peak expiratory flow; FEV_PEF=Forced expiratory volume at peak expiratory flow.

**Table 3:** Differentially Expressed Genes in Adam19 KO versus WT Mouse Lungs Based on RNA-Seq^a^

Gene Name	Fold Change	Adjusted *p*-value^a^	MGM
Rpl14-ps1	797.9	0.0247	10.64
Gm21970	396.4	0.0162	9.63
Gm11131	33.0	0.0138	6.04
Pttg1	16.3	0.0006	9.32
Kpna2	8.8	0.0291	9.10
Cd300lg	5.4	0.0474	7.47
AA465934	−15.1	0.0044	6.59
Gm18860	−32.1	0.0474	6.01
Gm12663	−55.2	0.0007	6.53
Gm10184	−426.8	0.0138	9.74

MGM means maximum group mean (the highest normalized group mean abundance for each gene)

a Considered statistically significant if false discover rate adjusted *p*<0.05, the absolute value of fold change ≥h1.5 (positive fold change means increase and negative fold change means decrease), and MGM ≥G6. The table was sorted by fold change descending; n=3 per genotype.

How the deposited data were processed for this re-analysis (not part of the article)

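RNA from the lung and heart of 6 male mice on the 129S6/SvEvTac background, 3 Adam19 WT and 3 Adam19 KO, was sequenced on strand-specific libraries, 1 for each tissue of each mouse and 12 in all. The libraries were assigned to tissue, genotype and mouse from their labels and the paper's description, and replicates 1, 2 and 3 of a genotype are the same mice in lung and heart. The mouse identifiers have a prefix that may mark a litter or cage, and no prefix is shared between WT and KO mice, so a difference between the prefixes cannot be separated from genotype.

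The authors quantified the reads against GENCODE vM33 transcripts of mm39 with Salmon 1.10.0 and tested genes with limma-voom 3.54.2. They deposited a table of 55679 genes and a table of 147907 transcripts, and all values in both are on a log2 scale. The authors' transcript values are log2(1 + estimated count). In genes with 1 transcript and a transcript value of at least 9, the authors' gene value is the transcript's value plus a constant for each library. The constants lay between −0.63 and 0.80, and at least 95.7% of these genes in each library were within 0.01 of it. In genes with several transcripts the gene value is not the log2 of the summed estimated counts plus this constant. At sums of at least 6, only 19.8% of the values of these genes were within 0.01 of it, with a median absolute difference of 0.049 and a 90th percentile of 0.24, so gene and transcript values are not on one scale. The difference was much larger for Adam19. The gene table marks 13320 genes as detected, and the lowest maximum over the libraries of such a gene was 5.78. The paper's text does not name the method behind the constants or behind the step from transcripts to genes. For detailed methods it refers to online supplementary information, which was not used here. No column of other samples was used. The sashimi plots, the reads, Table S1 and the hallmark gene sets of the paper were not used here.

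Each test design was written for counts and a quasi-likelihood count test. The deposited values turned out to be on a log2 scale with an adjustment between libraries, so limma took the place of the count test in every design, on the deposited gene values as they are. The genotypes were compared within each tissue with lmFit and eBayes (limma 3.58.1 in R 4.3.3), with a trend of variance with abundance. Genes with a value of at least 3.46, the log2 of 1 + 10, in at least 3 libraries were tested, 16551 in the lung and 15303 in the heart. Where 1 library was left out, the filter asked for 2 libraries. The thresholds were the paper's, an adjusted p (Benjamini-Hochberg) under 0.05, a fold change of at least 1.5 and a maximum group mean of at least 6. Zeros were kept as values, and in the main test no fold is given against a group listed at 0. For the comparison with the paper's fold changes, lower bounds and folds with such a group set to 1 are given. The difference of the genotype effect between tissues was tested in 1 model of 4 group means over 17666 genes and 12 libraries. The 36857 lung transcripts tested were scaled between libraries by adding each library's constant. limma-voom, the scalings and the thinning of genes took the gene values, less the constant, as estimated counts. Single values were compared with exact two-sided permutation tests, which cannot go below 0.10 with 3 mice against 3. Correlations between the lung and heart of a mouse, over the deviations of 17666 genes from their group means, were 0.049, 0.136 and −0.024 for WT and 0.020, −0.068 and −0.036 for KO replicates 1, 2 and 3, and the pairing itself comes from the mouse identifiers.

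Gene sets were tested with limma's camera (preset correlation of 0.01) over 13 sets, 4 of them lists written by hand and 9 Reactome sets from the fgsea package (1.28.0). Gene coordinates, exons and sequences were taken from GENCODE vM39, which annotates the same assembly, and 55128 genes (99.0%) were matched by Ensembl identifier. Near-identical copies of named genes were searched with blastn 2.17.0 in the reference transcripts (identity of at least 95% over at least 500 nucleotides), and values of such pairs were also summed. The genes named are Adam19, the Adam19-tdTomato construct, the 10 genes of Table 3, in each tissue up to 10 further genes with the largest absolute log2 fold change among those past the thresholds whose KO and WT libraries do not overlap, and the parent or copy of a named gene with a near-identical copy, 22 genes in all. Marker lists of 9 kinds (red blood cells, adipocytes, heart muscle, lung epithelium, neutrophils, lymphocytes, macrophages, endothelium and sex genes) were written by hand before the test of cell types.

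Each step was tested on simulated values made from the real libraries' means. Of 200 changed genes, the test recovered 158 among 16551 lung genes, with 9 false calls, and 154 among 15303 heart genes, with 7 false calls. Of 200 changed transcripts it recovered 63 (31.5%) among 36857, with 0 false calls. The planted gene set was found in both tissues, but its genes varied independently, so the effect of correlation between genes was not tested. All planted changes of genes and transcripts were larger than the fold change threshold. They were set in normal noise without zeros and called on adjusted p alone. Recovery at the threshold, or of genes listed at 0 in a whole genotype, was not tested.

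The estimated counts per library summed to between 21205162 and 25899022 in WT lungs (median 22388700), 17674788 and 28043361 in KO lungs (median 23506426), 18392292 and 33906290 in WT hearts (median 20381284) and 31784742 and 35862932 in KO hearts (median 35529903). A value of 0 leaves room for up to 3 estimated counts. Such limits cover counting error only. For the check of library size, every library was thinned to the size of the smallest in 20 draws. Where the 7SL RNA share is a term, it entered as a split of the 3 lungs with the most 7SL RNA against the other 3, not as a value. The alternatives chosen before the data were examined were limma-voom on 6 and on 12 libraries, limma on all 12 libraries, scaling by relative log expression or by library size, 2 other filters, other thresholds, other gene set tests, the mouse as a block, and leaving out each library in turn. Alternatives that treat zeros as missing (with a group that holds only zeros set to 1), that keep to the authors' detected genes, that drop the variance trend, that leave out a mouse from the test of tissues, that leave the transcripts unscaled, that add the 7SL RNA share as a term, that use summed transcripts in place of the gene values or that scale the test of tissues by library size were chosen after seeing the data.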

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

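The tests of the haplotype in the heart, of the cell types, of the inserted cassette, of a mislabelled sample and of the 7SL RNA share against the lung transcripts were chosen only after the result was seen.

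Cyfip2 (chromosome 11 of GRCm39, 46084550 to 46203686) stood out because its genotype effect differed between the tissues. Its normalized abundance was 9.52 ± 0.36 (SD, n = 3) in WT and 12.22 ± 0.28 (SD, n = 3) in KO hearts, a log2 fold change of 2.70 (standard error 0.21, adjusted p = 0.000985 from limma). In the lung it was 8.96 ± 0.16 (SD, n = 3) in WT and 9.35 ± 0.05 (SD, n = 3) in KO mice, a log2 fold change of 0.39 (standard error 0.16, adjusted p = 0.809 from limma). The difference between the tissues, lung effect less heart effect, was −2.31 (standard error 0.26, adjusted p = 0.0212 from limma's interaction term), and Cyfip2 was the only one of 17666 genes past the threshold, while 1392 had an unadjusted p under 0.05. This call is fragile. Of the 10 splits of the mice into 3 and 3, 6 gave at least 1 such gene, the real split included, and 10 splits cannot give a share under 0.1. Leaving out WT replicate 1, KO replicate 1 or KO replicate 3 gave 0 genes (1396, 955 and 718 with an unadjusted p under 0.05), and without WT replicate 2, WT replicate 3 and KO replicate 2 there were 4, 9 and 1 genes, with Cyfip2 among them only without WT replicate 3. With the mouse as a block, 2 other genes passed and Cyfip2 did not. Library size as the whole cause is argued against by thinned libraries, in which the heart effect less the lung effect had a median of 2.31 over 20 draws and a largest adjusted p of 0.0312. The call also depends on the scaling. The difference for Cyfip2 was −2.27 with relative log expression scaling (adjusted p = 0.0478) and −2.06 with scaling by library size (adjusted p = 0.0714), against 0.0017 to 0.237 over all alternatives, and by library size no gene passed (1649 with an unadjusted p under 0.05). Cyfip2 lies 46.4 kb from Adam19, so an effect of the inserted cassette on a neighbouring gene, a haplotype linked to the targeted allele and the loss of ADAM19 cannot be told apart, because all KO mice carry all 3. A difference between heart and lung in how the gene is regulated stays open as an untested hypothesis.

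The paper gives no list of genes that differ between KO and WT hearts, and 13 genes passed the same thresholds there among 15303 tested, 7 higher (Adam19-tdTomato, Kpna2, Pttg1, Gm12167, Cyfip2, Ucp3 and Susd5) and 6 lower (Gm10184, Gm12663, Gm18860, AA465934, Adam19 and Gm38534) in KO. Of these, 7 also passed in the lung. The real split was the 1 of 10 splits of the hearts with as many genes, and the other splits gave from 0 to 8. Leaving out each library in turn gave from 10 to 21 genes, with 21 without KO replicate 2, and Gm12167, Gm18860, Gm38534, Susd5 and Ucp3 were each lost in at least 1 of these fits. With summed transcripts in place of the gene values, 12 of the 13 passed, and Ucp3 did not. WT heart replicates 2 and 3 hold fewer estimated counts (20381284 and 18392292) than any KO heart, the lowest of which holds 31784742. WT replicate 1 holds 33906290, within the range of the KO hearts. With all hearts thinned to the smallest library, a median of 11 of the 13 genes remained past the thresholds. At least 10 remained in each of 20 draws. A mislabelled library is argued against by the construct, whose lowest KO library was 8.18 log2 units above its highest WT library over both tissues. For 4 of the 8 marker lists of cell types (heart muscle, lymphocytes, macrophages and endothelium), the difference between KO and WT plus 2 SD was at most 0.96 log2 units. The smallest fold change among the 13 genes was 1.80 log2 units. This argues against a different share of these cell types as the whole cause, but not against a smaller difference in share. For red blood cells, adipocytes and lung epithelium, whose spread was larger, at least 12 of the 13 genes stayed past the thresholds with the mean of the list as a term in the model (Ucp3 was lost for 2 of the lists), which argues against such a share as the whole cause. With the endothelium list, whose values did not overlap between KO and WT hearts, as a term, 9 of the 13 stayed. A share of neutrophils is argued against by the level of the 8 genes of that list, whose highest group mean in the heart was 3.86, while each of the 13 genes reached a group mean of at least 6.24. A haplotype also stays open. Without Adam19 and the construct, 7 of 11 genes lie on chromosome 11, against 8.0% of the genes tested (one-sided Fisher's exact test, p = 5.11e-06), which is consistent with a region around the targeted allele that differs between the KO and WT mice. An effect of ADAM19 loss on the same genes was not tested apart from it.

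The paper reports no differential test of transcripts, and 37 of 36857 lung transcripts passed the thresholds (limma), while 2242 had an unadjusted p under 0.05. The count may rest on a few libraries. Without KO replicate 2 it was 1 and without WT replicate 2 it was 161, and without KO replicates 1 and 3 it was 7 and 4. It also depends on the test, since limma-voom gave 0 (2228 transcripts with an unadjusted p under 0.05). Of the 10 splits of the lungs, 2 gave at least 37 transcripts. The other one sets the 3 lungs with the most 7SL RNA (WT replicates 1 and 2 and KO replicate 3) against the other 3, and it gave 37 transcripts, so library composition alone can give a count of this size. With that split as a term in the model, 5 transcripts passed, those of Adam19, Adam19-tdTomato, Gm10184, Rpl14-ps1 and Gm21970, and all 5 are among the 37. For the other transcripts, a difference in composition between the lungs is consistent with the count and stays open, since 2 of 3 WT and 1 of 3 KO lungs are among those with the most 7SL RNA. No biological explanation of the other transcripts was tested.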

How the results depend on the processing

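The fits that treat zeros as missing, keep to the authors' detected genes, drop the variance trend, leave out a mouse from the test of tissues, leave the transcripts unscaled, add the 7SL RNA share, sum the transcripts in place of the gene values or scale the test of tissues by library size were chosen after seeing the data. DESeq2, which needs counts, was not run.

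Over the 10 results that compare the genotypes, 79 of 95 values under alternatives other than leaving out a library were unchanged. Of the others, 13 were weaker and 3 stronger. A count of genes, transcripts or gene sets was taken as unchanged within 1.5 times the main count, whatever its members. For Adam19 and the construct, unchanged means the same direction and the same side of the adjusted p threshold. The 11 lung genes became 10 with limma-voom on the 6 libraries (Cd300lg was lost), with limma on all 12 libraries (Gm21970 was lost) and with limma-voom on all 12 libraries, where 9 of the 11 remained (Gm21970 and Rpl14-ps1 were lost). They were the same 11 by relative log expression. By library size 10 of the 11 remained and Gm18860 was lost, with 1 other gene gained, and this scaling moved the median log2 fold change of all genes tested by 0.28 in the lung, 0.033 in the heart and 0.25 in the difference between the tissues. With summed transcripts in place of the gene values there were 10 lung genes, all among the 11 (Gm18860 was lost), and 14 heart genes, of which 12 are among the 13 (Ucp3 was lost, and Col18a1 and Fkbp10, chosen after their values were seen, were gained). The log2 fold change of Adam19 then was −8.87 in the lung and −7.07 in the heart, against −5.51 and −3.14 from the gene values. Asking for at least 10 counts in every library left 1 gene in the lung and 7 in the heart. This filter removes any gene under 10 counts in at least 1 library, which fixes the losses in advance except that of Cd300lg in the lung, which was tested and had an adjusted p of 0.133 (0.000942 to 0.287 over all alternatives). The heart count was 7 also where zeros were taken as missing in the authors' detected genes, and the cause was not tested. The log2 fold change of Adam19 in the heart was −3.14 in that setting and without a variance trend, with adjusted p-values of 0.0666 and 0.0601 (Adam19 heart), against 2.34e-05 to 0.0666 over all alternatives, and the cause was not tested. Leaving out each library in turn gave from 10 to 14 genes in the lung and from 10 to 21 in the heart (21 without KO replicate 2).

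The interaction gave 0 genes by library size (1649 with an unadjusted p under 0.05), 2 genes with the mouse as a replicate block, neither of them Cyfip2, and 2 with the mouse as a random effect, Cyfip2 included. It gave from 0 to 9 genes across the 6 fits that each left out one mouse, with 0 without WT replicate 1, KO replicate 1 or KO replicate 3 (1396, 955 and 718 with an unadjusted p under 0.05) and 9 without WT replicate 3. The block enters only this comparison across tissues, and it changed no other call. The lung transcripts past the thresholds fell to 0 with limma-voom and to 0 with at least 10 counts in every library (2228 and 1680 with an unadjusted p under 0.05), to 5 with the 7SL RNA share as a term, and ran from 1 (without KO replicate 2) to 161 (without WT replicate 2). The filter removes all 37 by construction, since each is under 10 counts in at least 1 lung, so its 0 says nothing about them. For the other changes the cause was not tested, apart from the 7SL RNA share.

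In place of the 7 lung and 1 heart gene sets past 0.05, fry gave 0 and 0 (1 and 1 with an unadjusted p under 0.05) and camera with an estimated correlation gave 0 and 0 (0 and 1). Preranked GSEA gave 7 sets in the lung and 2 in the heart. Across the fits that each left out one library, there were from 1 to 6 lung sets (1 without WT replicate 3) and from 2 to 4 heart sets.

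Among single genes, 412 of 439 values outside the fits that leave out a library kept direction and side of the threshold, 21 were weaker, 2 stronger and 4 reversed. The reversed log2 fold changes are those of Cnot8 in the lung by library size (0.052, from −0.23), Il10rb in the heart by relative log expression (−0.022) and Gm11131 in the heart under both settings that take zeros as missing (−0.43, from 2.74). For Gm11131 these settings leave 1 WT heart with a value. The reversals of Cnot8 and Il10rb follow from the scaling, which moves most genes nearly alike (by a median of 0.28 in the lung by library size). Across the fits that leave out one library, Susd5 in the lung ran from −0.43 to 0.54, Il10rb in the heart from −0.12 to 0.081 and Rpl14 in the heart from −0.024 to 0.24. None of these was past the thresholds in any of these fits. In the lung, Cd300lg was lost in all 6 fits that leave out a library, AA465934 in 4, Gm11131 and Gm18860 in 2 each, and Kpna2 was gained without WT replicate 1.

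Among gene sets, 97 of 117 such values kept direction and side, 17 were weaker, 1 stronger and 2 reversed, which are Golgi transport in the lung with the 7SL RNA share as a term (adjusted p = 0.846) and TNF signaling in the heart with fry (adjusted p = 0.800). The cause of the changed gene set results was not tested. Where leaving out one library reversed a set, the adjusted p ran from 0.00156 to 0.890 for NF-kB target genes, from 0.410 to 0.894 for Golgi transport and from 0.142 to 0.597 for DNA repair in the lung. In the heart it ran from 0.725 to 0.991 for TNF signaling, from 0.436 to 0.921 for proliferation genes, from 0.00593 to 0.137 for oxidative phosphorylation genes, from 0.00433 to 0.316 for respiratory electron transport, from 0.334 to 0.921 for DNA replication, from 0.783 to 0.981 for G2/M checkpoints and from 0.00967 to 0.839 for translation. Oxidative phosphorylation genes in the heart were past 0.05 in both directions, higher in KO without WT replicate 3 (0.00593), KO replicate 1 (0.00937) or KO replicate 2 (0.0119) and lower without KO replicate 3 (0.0445).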

Differences from the paper's values

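The paper's fold change of Kpna2 in the lung is 8.8, and the value here was 34.5, because the mean over WT lungs includes the 0 of WT replicate 1. Without that library, which is one of the alternatives set before the data were examined, the fold change was 8.67, and none of the other alternatives set before the data were examined closed the gap. With zeros taken as missing, a setting chosen after seeing the values, it was also 8.67. The paper's adjusted p for Kpna2 is 0.0291, and the value here was 0.806 (limma). Without WT replicate 1, Kpna2 passed the thresholds with an adjusted p of 0.0454, which is still more than 1.5 times the paper's, and none of the alternatives set before the data were examined came within that factor. With zeros taken as missing, chosen after seeing the values, Kpna2 passed with an adjusted p of 0.0200 in all tested genes and 0.0173 in the authors' detected genes.

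The adjusted p-values of 8 other genes of Table 3 differ by more than 1.5 times, and all 8 genes are past the thresholds in both. The paper's adjusted p is 0.0247 for Rpl14-ps1, 0.0162 for Gm21970, 0.0138 for Gm11131 and 0.0138 for Gm10184, and the values here (limma) were 7.48e-06, 8.71e-06, 0.0013 and 7.48e-06. None of the alternatives set before the data were examined closed the gap for these 4 genes. The paper's adjusted p for Pttg1 is 0.0006 against 0.000186 here, and limma-voom on the 6 libraries gave 0.00077. For AA465934 the paper's is 0.0044 against 0.0125 here, and limma-voom on the 6 libraries gave 0.0063 and scaling by library size 0.00641. With zeros taken as missing, chosen after seeing the values, it was 0.0047 in all tested genes and 0.00486 in the detected genes. The paper's adjusted p for Gm12663 is 0.0007 against 0.00127 here, and limma-voom on the 6 libraries gave 0.00077 and no filter on low values gave 0.000585. With zeros taken as missing, chosen after seeing the values, it was 0.000633 in all tested genes and 0.00096 in the detected genes. For Gm18860 the paper's is 0.0474 against 0.0023 here. Leaving out WT replicates 1, 2 and 3 in turn gave 0.0364, 0.0707 and 0.0563. For these 4 genes, none of the other alternatives set before the data were examined closed the gap.

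The paper gives fold changes of 797.9 for Rpl14-ps1, 396.4 for Gm21970, 33.0 for Gm11131, −32.1 for Gm18860, −55.2 for Gm12663 and −426.8 for Gm10184, all of which are at or under 3 estimated counts in every lung of 1 genotype. The lowest lung of the other genotype was set against the highest floor of 3 estimated counts. In the reads assigned to them, these genes were at least 179-fold, 125-fold and 12.5-fold higher and at least 9.81-fold, 15.6-fold and 131-fold lower in KO. These lower bounds cover counting error only. For Rpl14-ps1, Gm21970, Gm18860, Gm12663 and Gm10184, reads can be divided between near-identical sequences, so they do not bound a change in expression. Without KO replicate 1 the bound for Rpl14-ps1 was 426-fold, and the other bounds moved by less than 1.5 times without any 1 library. With zeros taken as missing and a group that holds only zeros set to 1, a setting chosen after seeing the values, the fold changes were 798, 398, 33.0, −32.2, −55.4 and −429.

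The paper states that the transcript joining exon 5 to exon 8 was seen in the lung but not in the heart of KO mice. In the transcript values it is above 0 in all 3 KO hearts, with normalized abundances of 6.18, 6.07 and 6.14. These are Salmon's estimates over whole transcripts, while the paper's figure shows splice junctions from aligned reads. Reads across the junction were not analysed here, so these values do not decide whether the junction was present in the heart. The paper gives 333 nucleotides and 12% of the reading frame for the first 5 exons. In GENCODE vM39, 333 coding nucleotides (111 codons, 12.1%) end with exon 4, and exons 1 to 5 hold 410 (14.8%). In its discussion the paper states once that Kpna2 was decreased and once that it was increased in KO mice, and Table 3 lists it as increased. Here the listed values of Kpna2 were higher in KO lungs, with a log2 fold change of 5.11 (adjusted p = 0.806 from limma). That value includes the 0 of WT replicate 1. It also depends on how reads are divided between Kpna2 and Gm10184. The sum of the pair was not higher in KO lungs, with differences of −0.71 and, over summed transcripts, −0.15 on the log2 scale. The paper states that WT mice did not express the fusion gene, and heart WT replicate 1 has a value of 2.16 for the construct, from 3.07 estimated counts. The paper describes downregulation in TNF signaling. The NF-kB target genes and the TNF signaling set were not past 0.05 here (adjusted p = 0.220 and 0.232 from camera), and both were under the paper's threshold of 0.25, lower in KO. This depends on the test, since neither was under 0.25 with fry (0.763 and 0.630) or with camera and an estimated correlation (0.701 and 0.608). Preranked GSEA gave 11 of the 13 lung sets under 0.25, all lower in KO, against 10 with camera at its preset correlation. Over all alternatives the adjusted p ran from 0.00156 to 0.890 for the NF-kB target genes, which were higher in KO without WT replicate 2, and from 0.156 to 0.630 for the TNF signaling set. Golgi transport and DNA repair, tested in place of the paper's protein secretion and DNA repair sets, were not under 0.25 (adjusted p = 0.806 and 0.374), nor was the Reactome unfolded protein response set (adjusted p = 0.374).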

Other observations

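The tests of genes that differ in both tissues, of distance from Adam19, of the Kpna2 pair in the heart, of Gm21970 with the genes it spans, of the cell types and of the 7SL RNA share against lung genes were chosen only after the result was seen.

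Genes that differ between KO and WT mice are concentrated on the chromosome that carries Adam19. Without Adam19 and the construct, 4 of the 9 lung genes past the thresholds (Pttg1, Gm12663, AA465934 and Cd300lg) lie on chromosome 11, against 7.92% of the genes tested (one-sided Fisher's exact test, p = 0.00357). Among genes tested in both tissues, 23 of 1168 on chromosome 11 (1.97%) had an unadjusted p under 0.05 and the same direction in lung and heart, against 44 of 13114 elsewhere (0.34%), and no other chromosome reached more than 0.79%. Other splits of the mice gave from 0 to 5 such genes on chromosome 11. Of the 8 genes of chromosome 11 past the thresholds in either tissue, 5 lie more than 10 Mb from Adam19, the farthest (Kpna2) 60.84 Mb away, which argues against an effect of the inserted cassette on its neighbours as the whole cause. A candidate explanation is a haplotype around the targeted allele that differs between the KO and WT mice, for example one carried over from the targeted cells or from an earlier cross. The paper reports that the allele was made in 129S embryonic stem cells, and a 129S6/SvEvTac background for all mice from genotyping arrays. Variants in the reads were not analysed here, and with such a haplotype the loss of ADAM19 and linked variants cannot be told apart for the genes of chromosome 11.

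Several of the genes past the thresholds are near-identical copies of other genes, and they may mark how reads were divided between the copies. Gm18860 on chromosome 8, Gm10184 on chromosome 17 and Gm12663 are near-identical to Cnot8, Kpna2 and Ublcp1, all of which lie on chromosome 11, and the copies fell in KO mice of both tissues. The hypothesis that reads moved between Kpna2 and Gm10184 predicts an unchanged sum. In the heart the sum differed by −2.01 on the log2 scale, from 11.84 ± 0.17 (SD, n = 3) in WT to 9.83 ± 0.09 (SD, n = 3) in KO mice, which argues against a shift of reads as the whole cause there. Over summed transcripts and both other scalings it differed by −1.47 to −2.04 there. In the lung the sum differed by −0.71, with an SD of 0.62 in WT (exact two-sided permutation test, p = 0.10, the smallest possible), and by −0.15 over summed transcripts (p = 1.0), so a shift of reads and a change in expression cannot be told apart there, with 3 lungs per genotype. For Gm21970, a read-through gene over Ifnar2 and Il10rb, the sum of the 3 genes differed by −0.03, while Ifnar2 and Il10rb without it differed by −0.68 and the counts of Gm21970, if they were additional, would have raised the sum by 0.40. Over summed transcripts the sum of the 3 genes differed by 0.028, and by library size, which moved the median of all lung genes by 0.28, it differed by 0.25. This is consistent with reads of Ifnar2 and Il10rb being assigned to Gm21970 in KO lungs. For Rpl14 and Rpl14-ps1 the sum differed by 0.04 (−0.37 over summed transcripts), but additional counts of Rpl14-ps1 would have raised it by only 0.31, less than the SD of 0.62 in WT lungs, so shared reads and expression of the copy cannot be told apart. The sum of Cnot8 and Gm18860 differed by −0.31 in the lung, with an SD of 0.051 in WT and 0.015 in KO mice (exact two-sided permutation test, p = 0.10), and by −0.030 by library size, and in the heart it differed by 0.0060 (p = 1.0). The sum of Ublcp1 and Gm12663 differed by 0.14 in the lung and 0.25 in the heart (exact two-sided permutation tests, p = 0.7 and 0.2). For these 2 pairs no explanation was tested. A variant in the copies that differs between the KO and WT mice was not tested.

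Technical explanations of the 11 lung genes past the thresholds were also weighed. The real split was the 1 of 10 splits of the lungs with as many genes, and the others gave from 0 to 4. Library size is argued against by thinned libraries, in which a median of 8.5 of the 11 genes stayed past the thresholds over 20 draws (at least 7 in each). The 7SL RNA share is argued against by the split of the 3 lungs with the most 7SL RNA against the other 3, which gave 0 genes past the thresholds, while with this split as a term in the model 9 of the 11 genes still passed. For 7 of the 8 marker lists of cell types, the difference between KO and WT plus 2 SD was at most 2.06 log2 units (adipocytes). The smallest fold change among the 11 genes was 2.45 log2 units. This argues against a different share of these cell types as the whole cause, but not against a smaller difference in share. The red blood cell list differed by −1.06, with an SD of 0.95 in WT and 2.27 in KO lungs. With the mean of this list as a term in the model 10 of the 11 genes stayed past the thresholds (Cd300lg was lost), and each gene kept at least 94.7% of its log2 fold change, which argues against a share of red blood cells as the whole cause. The heart muscle list fell by 0.50 in KO without overlap of KO and WT lungs, and its most abundant gene, Myh6, was at 13.60 in WT and 12.76 in KO lungs. With this list as a term, 6 of the 11 genes stayed past the thresholds.

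Apart from heart muscle in the lung and endothelium in the heart, the marker lists did not separate the genotypes (exact two-sided permutation tests, p of at least 0.4). The endothelium list differed by 0.09 in the heart. KO less WT, the mean of the list differed in the lung by −1.06 for red blood cells, 0.31 for adipocytes, 0.01 for lung epithelium, 0.39 for neutrophils, 0.12 for lymphocytes, −0.06 for macrophages, −0.02 for endothelium and −0.12 for sex genes. In the heart it differed by −0.39 for red blood cells, 0.31 for adipocytes, 0.02 for heart muscle, 0.79 for lung epithelium, −0.24 for neutrophils, 0.17 for lymphocytes, −0.13 for macrophages and 0.02 for sex genes. Of the 9 genes in the heart muscle list, 9 were tested in the lung, and of the 9 genes in the lung epithelium list, 7 were tested in the heart. Only 1 of the 8 neutrophil genes was tested in the heart, so that value is of Ltf alone. For lymphocytes it was 4 of 9 genes and for macrophages 4 of 7.

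The 7 lung gene sets past 0.05, all lower in KO, were more than any other split of the lungs gave (0 to 6, so 1 of 10 splits gave as many), and the split by 7SL RNA gave 4 sets. With that split as a term, 6 of the 7 sets passed, and 5 of the 7 had a smaller adjusted p than without it. This argues against the split by 7SL RNA as the whole cause. The share itself was not entered as a value. The unfolded protein response genes were the set lost (adjusted p = 0.0531, against 0.0128 to 0.608 over all alternatives). In the heart, 1 set passed, the unfolded protein response genes (25 of 34 genes lower in KO, median −0.14, adjusted p = 0.000218 from camera), while the Reactome set of that name was not past 0.05 in the heart (7 of 15 genes lower, median 0.017, adjusted p = 0.430) or the lung, and 8 of the 10 splits of the hearts gave at least 1 set, so other splits of the same hearts give as much. No biological explanation of the gene sets was tested.

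Of the genes of Table 3, 5 that are outside the Adam19 locus passed the thresholds in both tissues, Pttg1, AA465934, Gm18860, Gm12663 and Gm10184, each in the same direction. In the heart, Gm18860 was no longer past them with limma-voom on the 6 libraries, with zeros taken as missing, and without WT replicate 2 or WT replicate 3. Kpna2 passed in the heart, and Cd300lg did not (log2 fold change 0.39, adjusted p = 0.647 from limma). The difference between tissues for Cd300lg was 2.06 (adjusted p = 0.205 from limma's interaction term) and is not past the threshold. In the heart, Rpl14-ps1 was listed at 7.54, 8.44 and 0 in WT and at 4.38, 0 and 2.68 in KO replicates, and Gm21970 was above 0 in WT replicate 2 only (8.74).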
